A study of Mus musculus with 59 samples. Its data were reported in "The myokine Fibcd1 is an endogenous determinant of myofiber size and mitigates cancer-induced myofiber atrophy" (2022).

How the data were processed

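The series held RNA-seq libraries of 3 muscles (diaphragm, tibialis anterior and soleus) from female athymic nude mice, 4 months old, that carried 1 of 2 human melanoma xenografts. The first xenograft causes loss of muscle (cachectic) and the other does not (non-cachectic). Mice of the diaphragm groups received either recombinant Fibcd1 (rFibcd1), a secreted protein that the study examined as a regulator of myofiber size, or mock injections. The 59 samples were placed in 8 groups from the sample labels alone. Each column of the table carried its group in its name, but its number could not be tied to a labelled replicate, so columns were used as unnumbered members of their groups.

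The deposited table gives TPM (transcript abundance scaled to the same total in each library) for 47643 gene symbols, as made by the authors. Per the study's methods, reads were trimmed, filtered on quality and length and aligned to the mouse genome GRCm38 with CLC Genomics Workbench, whose RNA-Seq tool gave the TPM values. The gene annotation used by the authors is not stated. Kit and instrument are described differently in the sample labels (a stranded mRNA kit and a HiSeq instrument) and in the study's methods (an RNA kit of another type and a NovaSeq instrument), and which applies to which library was not resolved. Each of the 59 columns summed to 1000000, so TPM keeps no trace of sequencing depth. The depth behind each value is therefore unknown, and no counting interval was computed. The number of genes above 0 per library is given in its place.

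Values were transformed to log2(TPM + 1). All fold changes are on that scale, which understates the change of genes with low TPM. Genes were kept when TPM was at least 1 in as many samples of the fit as its smallest group holds. Groups were compared with limma (lmFit, contrasts.fit and eBayes with a trend), with two-sided tests and Benjamini-Hochberg adjustment, and genes with an adjusted p under 0.05 were called. The 39 diaphragm samples of 4 groups entered one fit with 5 comparisons. Tibialis anterior (10 samples) and soleus (10 samples) were fitted separately. Differences of the melanoma effect between muscles were tested in a fit of the 39 samples of the 6 groups without rFibcd1, with 3 contrasts. The study used Kruskal-Wallis and Dunn tests on log-transformed TPM. Here limma was the principal test, with one estimate of the spread per fit and adjustment over genes, and the Dunn test was an alternative.

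A cachexia score was computed for each diaphragm library as the mean log2(TPM + 1) of genes called higher in both tibialis anterior and soleus minus the mean of genes called lower in both. Its group differences were tested by permutation, with every regrouping when a group had 9 samples and 100000 resamples otherwise, two-sided, and adjusted over the 4 score comparisons. Composition shares were tested by exact two-sided permutation and adjusted over the 3 muscles.

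Lists of genes were written before the data were examined, as were the comparisons, the tests, the rule for named genes and most alternatives. The 22 lists covered 8 genes the study named for the melanoma model, 15 genes it named for the Lewis lung carcinoma (LLC) model, the cathepsins among them, glucocorticoid-response genes, acute-phase and interleukin-6 response genes, interferon-response genes, metallothioneins, ubiquitin-proteasome atrophy genes, collagen and matrix genes, oxidative phosphorylation genes, slow-fibre and fast-fibre genes, neuromuscular junction and denervation genes, sex-linked genes, and markers of adipocytes, liver, red blood cells, B cells and plasma cells, neutrophils, macrophages, mesothelium and melanocytes. The lists were tested with limma's camera at a preset correlation of 0.01 and with fry, adjusted over 80 tests. For the named lists of the study, p-values were also adjusted over the list alone.

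Genes were named by this rule: for each comparison, the 5 highest and 5 lowest log2 fold changes among called genes with a mean TPM of at least 5 over the 2 groups compared, plus the study's lists and Fibcd1 and Itga2b. Genes named outside the rule are marked as chosen after their values were seen. A gene that the rule selected is not reported here. Positions are from GENCODE M21 on GRCm38, 1-based. Of the deposited gene symbols, 94.7% had a GENCODE M21 name, and of the genes tested in the diaphragm 96.9%.

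The alternatives were a pseudocount of 0.1, no filter on low values, a filter at a mean TPM of 5, median-ratio scaling, quantile normalization, array weights, the study's thresholds for its diaphragm comparisons on unadjusted p and fold change (log2 over 1 between the melanomas and 1.5-fold for rFibcd1), applied to every comparison, Dunn tests, fits of only the 2 groups compared, one fit of all 59 samples, 100 draws of 7 cachectic mock and 6 cachectic rFibcd1 samples (group sizes as in the study), and leaving out each library in turn. For the score they also included genes called in 1 limb muscle and the median over genes. The 2-state gene block and the clock-gene index were found in the data, and the fits with them as terms, the fits within 1 state the score without recurring column numbers, the fit of the muscle differences with the column number as a block, and an unadjusted p under 0.01 with a log2 over 1 in the limb muscles were chosen after seeing the data. The state of a library was set by Pcna-ps2 above or below TPM 3. The block was the genes whose log2 difference between states in the diaphragm, with the groups as terms, was over 1 in size with an adjusted p under 1e-06 in limma. The clock-gene index was the mean of the standardized log2 values of 3 genes (Arntl, Npas2, Clock) minus the mean for 4 genes (Dbp, Per3, Tef, Hlf) over the diaphragm libraries.

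For each comparison 100 splits of the samples into groups of the same sizes, the real split included, were refitted, and the imbalance of state and clock-gene index in each diaphragm split was computed after the counts were seen. Unchanged groups sharing the cachectic mock libraries were simulated from each gene's mean and residual SD, to give the share of opposite signs without any effect. On simulated data with 200 changed genes, the fits called 96% (diaphragm), 87% (tibialis anterior) and 91% (soleus) of genes changed by a log2 of 1, and 98% in each of the 3 fits of those changed by a log2 of 2. False calls were 4.43%, 4.15% and 7.35% of calls, and 0 calls had the wrong sign. The Dunn test gave p under 0.05 for 5.04%, 5.29% and 5.24% of unchanged simulated genes. Tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.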

Results

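Gene expression was measured by RNA-seq in 59 muscle samples of mice with human melanoma xenografts, and is given as TPM. The diaphragm groups were cachectic mock (n = 10), cachectic rFibcd1 (n = 10), non-cachectic mock (n = 9) and non-cachectic rFibcd1 (n = 10). Tibialis anterior and soleus muscles came from mice with the cachectic (n = 5 each) and non-cachectic (n = 5 each) melanoma. Sequencing depth is unknown, since TPM does not keep it. Genes above 0 numbered 17950 to 19456 per diaphragm library, 16436 to 17673 per tibialis anterior library and 17514 to 18191 per soleus library.

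Muscle identity was examined first. Myh4, the myosin of the fastest fibres, averaged 12091 ± 2179 TPM (SD, n = 10) in tibialis anterior, 527 ± 1568 TPM (SD, n = 10) in soleus and 355 ± 299 TPM (SD, n = 39) in diaphragm. Myh7, the slow myosin, averaged 1.67 ± 1.502 TPM (SD, n = 10), 5770 ± 1230 TPM (SD, n = 10) and 412 ± 93.0 TPM (SD, n = 39) in the same order. The SD of Myh4 in soleus came from 1 cachectic library at 4989 TPM, next to 69.8 TPM in the highest of the others. Xist was at 14.4 to 67.9 TPM in all 59 libraries, and 3 Y-linked genes (Ddx3y, Uty and Eif2s3y) were listed at 0 in each, while Kdm5d reached 0.00384 TPM. Of 7 melanocyte markers, Pmel, Mlana, Tyr and Tyrp1 stayed below 1 TPM (highest 0.273, 0.278, 0.0139 and 0.0918), Dct reached 2.31 TPM, and Mitf (3.26 to 9.33) and Sox10 (0.479 to 5.89) were present in muscle of every group.

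The composition of the libraries differed with the melanoma. Mitochondrial transcripts took 38.1% ± 3.18 of TPM (SD, n = 10) in the cachectic mock diaphragm and 47.5% ± 2.97 (SD, n = 9) in the non-cachectic one, a difference of -9.39 percentage points (exact permutation p = 1.08e-05, the smallest possible). The shares were 37.6% ± 5.62 (SD, n = 10) and 43.9% ± 2.95 (SD, n = 10) with rFibcd1. In tibialis anterior they were 38.8% ± 8.12 (SD, n = 5) against 48.5% ± 1.80 (SD, n = 5), a difference of -9.68 points, and in soleus 30.5% ± 3.92 (SD, n = 5) against 41.1% ± 2.00 (SD, n = 5), a difference of -10.6 points (exact permutation p = 0.00794 for each, the smallest possible). Adjusted over the 3 muscles these were 3.24e-05, 0.00794 and 0.00794. In 1 cachectic tibialis anterior library the mitochondrial share was 25.1%, against 38.9% in the next lowest of that group. The highest of that group, at 45.6%, was still below the lowest non-cachectic library, at 47.3%. The 10 most abundant genes of each library likewise took a smaller share of TPM in the cachectic groups, by -7.71, -9.53 and -7.84 points (exact permutation p = 4.33e-05, 0.00794 and 0.00794, or 0.00013, 0.00794 and 0.00794 after adjustment). A lower share of these genes raises the TPM of the others, and the median log2 fold change of the genes tested was 0.20 in the mock diaphragm, 0.41 in tibialis anterior and 0.09 in soleus. After median-ratio scaling it was 0.01, 0.02 and -0.01. Within the high-state libraries of the gene block described next, the mitochondrial share was 37.7% ± 3.14 (SD, n = 9) in the cachectic and 44.7% ± 2.52 (SD, n = 3) in the non-cachectic mock diaphragm. The low state held 1 cachectic mock library, at 41.4%, and 6 non-cachectic ones at 48.9% ± 2.10 (SD).

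The libraries also split into 2 states of a block of genes, and in the diaphragm this split crossed the labelled groups. Pcna-ps2, a processed pseudogene on chromosome 19 (9283380 to 9284160, GRCm38), was at 5.60 TPM or more in one part of the 59 libraries (high state) and at 0.428 TPM or less in the rest (low state). In the diaphragm 26 libraries were in the high and 13 in the low state, with 9 and 1 of the cachectic mock, 8 and 2 of the cachectic rFibcd1, 3 and 6 of the non-cachectic mock and 6 and 4 of the non-cachectic rFibcd1 group. High-state libraries were 17 of 20 with the cachectic and 9 of 19 with the non-cachectic melanoma (Fisher's exact test, two-sided p = 0.0187). The limb muscles were separated completely, with 5 of 5 cachectic libraries of each muscle in the high state and 5 of 5 non-cachectic libraries of each in the low state. There, state and melanoma cannot be told apart. In the diaphragm, 8185 of 13426 genes differed by state with the groups as terms (limma, adjusted p under 0.05), and 71 genes, 53 of them higher in the high state, formed the block.

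**Figure D1:**
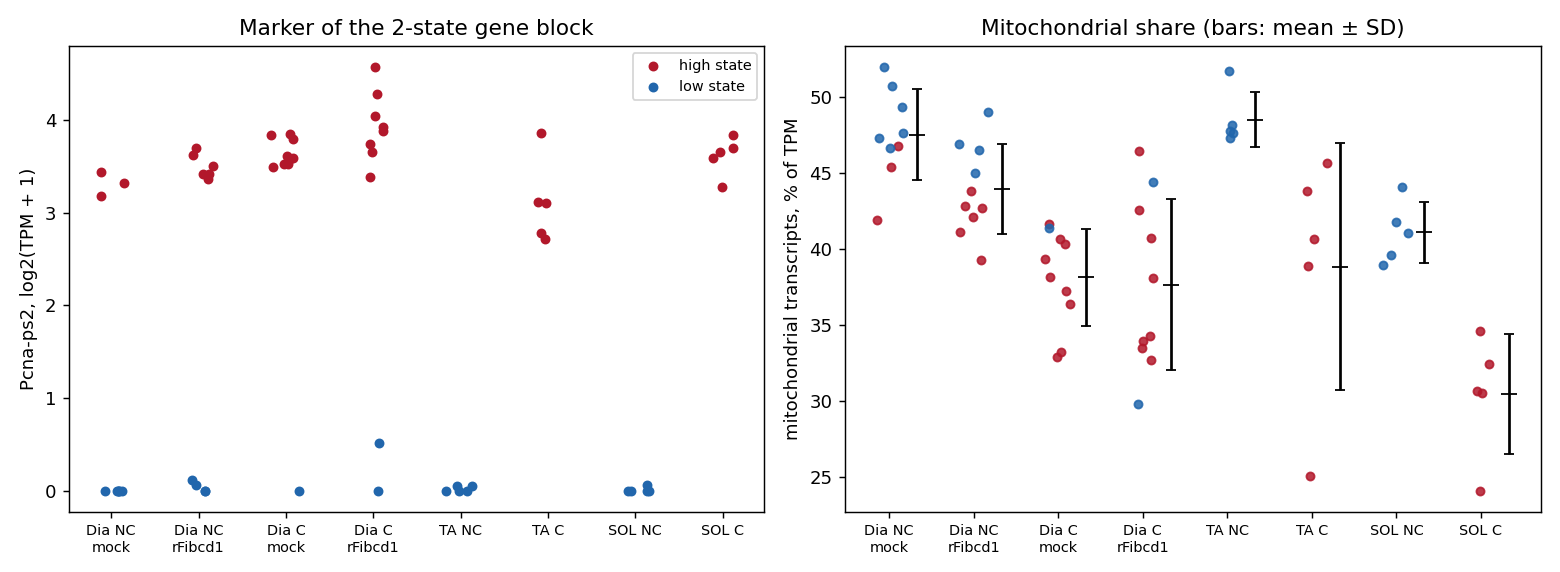
Pcna-ps2, the marker of the 2-state gene block, as log2(TPM + 1) (left) and the share of mitochondrial transcripts in percent of TPM (right), with 1 point per library by group (Dia, diaphragm; TA, tibialis anterior; SOL, soleus; NC, non-cachectic; C, cachectic), coloured by state, with mean ± SD as bars. Pcna-ps2 leaves a gap between 0.428 and 5.60 TPM, and the mitochondrial share is lower on average in the cachectic group of each muscle.

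Whether the cachectic melanoma changes diaphragm expression was asked by comparing the mock-treated groups (diaphragm cachectic vs non-cachectic, mock). Of 13426 genes tested, 4501 were called (limma, adjusted p under 0.05), 4143 higher and 358 lower in cachectic mice, so 92.0% were higher. After median-ratio scaling 2218 genes were called, 1025 of them higher, or 46.2%. Changes relative to the median of all genes are therefore those beyond 0.20 as deposited. Array weights moved the count furthest upwards, to 7341 genes, and the study's thresholds moved it furthest down, to 306. With state as a term, 2059 genes were called, and within the high-state libraries 805. The low state held too few cachectic libraries for its own fit (1 mock).

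Among called genes with a mean TPM of at least 5, the highest fold change was that of Serpina3n (chromosome 12, 104406729 to 104414329), which encodes a serine protease inhibitor and was at 588 ± 780 TPM (SD, n = 10) in cachectic and 18.2 ± 19.04 TPM (SD, n = 9) in non-cachectic mice, a log2 fold change of 4.37 (SE 0.663, adjusted p 2.25e-05). Mt2 (chromosome 8, 94172664 to 94173568), a metallothionein, was at 1018 ± 1202 and 30.5 ± 14.6 TPM (SD), a log2 fold change of 4.22 (SE 0.650, adjusted p 2.64e-05). Hp, Cxcl13 and Scgb3a1 followed with 3.57, 3.48 and 3.38. Of the genes that fell, Gm4737 changed by -2.81, Cd300lh by -2.45, Mup1 by -2.35, Mup2 by -2.12 and Actc1 by -2.12. Gm4737 ranged from 0 to 28.4 TPM in cachectic and from 21.6 to 215 TPM in non-cachectic mock libraries, a wide spread within each group. Cd300lh is a gene of the 2-state block. Mup1 and Mup2 are members of a family of near-identical genes, so their values are uncertain, and their group means were raised by 1 non-cachectic library that also held the most liver transcripts.

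With rFibcd1 in both groups, 1223 genes were called between the melanomas, 958 higher and 265 lower (78.3% higher). Single libraries left out moved the count from 733, without 1 cachectic rFibcd1 library, to 1896, without 1 non-cachectic rFibcd1 library. With state as a term 1353 genes were called. Within high-state libraries 0 genes were called, with 1838 at an unadjusted p under 0.05. Serpina3n was at 262 ± 288 TPM (SD, n = 10) against 11.9 ± 5.18 TPM (SD, n = 10), a log2 fold change of 3.35 (SE 0.645, adjusted p 0.00265), and Mt2 changed by 3.32. Saa1, Saa2 and Ccl8 were higher by 3.01, 2.52 and 2.38, with Saa1 and Saa2 uncertain as near-identical copies. The lowest fold changes were of Arntl (-1.38), Lgr6 (-1.32), Nrep (-1.30), Mfap4 (-1.23) and Slc41a3 (-1.23). The difference in the melanoma effect with and without rFibcd1 was tested by the interaction below.

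The same melanomas were compared in limb muscles, where state and melanoma coincide. In tibialis anterior 6680 of 11105 genes were called, 6260 higher and 420 lower (93.7% higher, against 51.8% after median-ratio scaling). In soleus 2999 of 11957 genes were called, 2098 higher and 901 lower (69.96% higher, against 49.9%). Mt2 had the largest rise in both, from 6.75 ± 4.26 to 2183 ± 3026 TPM (SD, n = 5) in tibialis anterior, a log2 fold change of 7.51 (SE 0.628, limma adjusted p 1.52e-05), and from 15.7 ± 3.13 to 693 ± 725 TPM (SD, n = 5) in soleus, a log2 fold change of 4.76 (SE 0.586, limma adjusted p 0.000352). In tibialis anterior Mt1 (5.24), Serpina3n (5.00), Lcn2 (4.15) and 2310075C17Rik (3.98) followed, and Ighm (-3.21), Gm4737 (-2.84), Actc1 (-2.81), Myl3 (-2.75) and B230312C02Rik (-2.67) had the lowest fold changes. In soleus Hp (4.39), Mybph (3.99), 2310075C17Rik (3.98) and Gm11716 (3.90) followed, and Kera (-3.37), Gm4737 (-3.16), Gm7879 (-3.06), Chad (-3.02) and Tnmd (-2.95) had the lowest. 2310075C17Rik is a gene of the 2-state block, and Gm11716 and Gm7879 also differed by state in the diaphragm. Gm4737 reached down to 0 TPM in the cachectic group of both muscles. With 1 library left out, its call was lost in 2 of 10 fits in tibialis anterior and 8 of 10 in soleus. In soleus the call of Gm11716 was lost in 7 of 10.

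The genes shared by the 3 muscles were counted among 10914 genes tested in each. In the same direction in all 3 muscles 1445 were called, 1347 higher and 98 lower. After median-ratio scaling there were 815, 395 of them higher. The melanoma effect differed between diaphragm and tibialis anterior for 681 of 13501 genes (96 with a higher and 585 with a lower fold change in the diaphragm), between diaphragm and soleus for 340 (263 and 77) and between tibialis anterior and soleus for 2750 (2580 and 170). After median-ratio scaling these counts were 666 (melanoma effect, diaphragm against tibialis anterior), 445 (melanoma effect, diaphragm against soleus) and 1343 (melanoma effect, tibialis anterior against soleus), of which 335, 186 and 640 had a higher fold change in the muscle named first. Without 1 cachectic tibialis anterior library the first count was 323 and the last 1617, and without another of that group they were 1598 and 3981. The second count lay between 212, without 1 non-cachectic soleus library, and 624, without 1 cachectic tibialis anterior library. These fits took libraries of different muscles as independent. With the column number as a block, chosen after seeing the data, the counts were 2193, 918 and 5677. Against tibialis anterior, the fold change in the diaphragm was highest for Ighm (3.62), Dkk3 (3.09), Ankrd2 (2.98), Myl3 (2.69) and Irf5 (2.27) and lowest for Mt2 (-3.29), Hist2h2aa2 (-3.20), Igfn1 (-2.64), Mt1 (-2.55) and C3 (-2.15). Against soleus it was highest for Tnmd (2.53), Comp (2.46), Kera (2.25), Col1a2 (1.96) and Acot1 (1.92) and lowest for Hist2h2aa2 (-3.63), Mybph (-3.57), Slc22a2 (-2.55), Rrad (-2.31) and Actc1 (-2.28). Tibialis anterior against soleus gave Comp (2.59), Fbxo32 (2.59), Chac1 (2.46), Nog (2.38) and Prune2 (2.35), and Mybph (-4.42), Csrp3 (-3.71), Slc22a2 (-3.64), B230312C02Rik (-3.16) and Actc1 (-2.97). Slc22a2 is a gene of the 2-state block, and histone genes such as Hist2h2aa2 have near-identical copies. With 1 library left out, Ighm, Mt1 and Mt2 lost their call between diaphragm and tibialis anterior in 29, 26 and 10 of 39 fits. Dkk3, Ankrd2, Myl3, Irf5, Igfn1 and C3 kept theirs in every fit. Between diaphragm and soleus, Kera and Actc1 lost theirs in 12 and 11, while Comp, Col1a2, Acot1 and Mybph kept theirs.

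The effect of rFibcd1 in mice with the cachectic melanoma was tested in the diaphragm. Of 13426 genes 6 were called, 5 higher and 1 lower, with 1412 at an unadjusted p under 0.05. Leaving out single libraries gave 0 to 127 genes, with the highest count without 1 cachectic rFibcd1 library, and 14 of 100 splits of the samples gave as many genes. Meox1 (chromosome 11, 101877510 to 101894374) was at 12.2 ± 7.64 TPM (SD, n = 10) with rFibcd1 and 4.78 ± 1.59 TPM (SD, n = 10) with mock, a log2 fold change of 1.05 (SE 0.213, adjusted p 0.0437). Ccdc115 (0.31), Arpp19 (0.24) and Skp1a (0.24) were higher and Ctsf (-0.33; 30.6 ± 5.28 against 38.5 ± 3.99 TPM) was lower. Bcl6b, named after its values were seen since its mean TPM was below 5, was higher by 0.94. With state as a term 18 genes were called. Within the high-state libraries, 9 with mock and 8 with rFibcd1, 789 were called, with 3800 at an unadjusted p under 0.05, while the low state held 1 and 2 libraries, too few for a fit. None of the 6 was called under Dunn tests or in a fit of the 2 groups alone, which gave 0 genes each (1011 and 648 at an unadjusted p under 0.05).

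The 8 genes that the study named for this model were then examined. Over all genes tested, 0 of 8 were called between rFibcd1 and mock in cachectic mice, and 8 of 8 adjusted over the list alone. The study chose these genes on these samples, so the second count is not independent evidence. Ddit4 fell by 1.36 (SE 0.321, adjusted p 0.131 over all genes and 0.00114 over the list), from 90.5 ± 77.9 to 34.1 ± 26.7 TPM (SD, n = 10 each). Arrdc2 (-1.54), Scgb3a1 (-1.43), Klhl38 (-0.91), Zbtb16 (-0.86) and Klf15 (-0.70) also had lower values, and Capza1 (0.52) and Tnni1 (0.37) higher ones. Adjusted p over all genes ranged from 0.131 to 0.445, and over the list from 0.00114 to 0.0333. The mean of Klf15 with mock, 78.9 TPM, was 60.5 TPM without 1 library at 244 TPM.

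Between the melanomas in mock-treated mice, 6 of the 8 genes were called over all genes and 7 adjusted over the list alone. Scgb3a1 (3.38), Arrdc2 (2.21), Ddit4 (2.17), Zbtb16 (1.36) and Klf15 (0.76) were higher and Capza1 (-0.64, SE 0.243, adjusted p 0.0392) lower in cachectic mice. Klhl38 was higher by 0.63 (adjusted p 0.0510, 0.0197 over the list). Tnni1 was at 101 ± 21.03 against 98.3 ± 16.6 TPM (SD), a difference smaller than the spread (log2 0.02, adjusted p 0.907), and its sign turned under median-ratio scaling (-0.21). The Capza1 difference was -0.08 with state as a term, and 0.19 within the high-state libraries. All 8 genes were called in tibialis anterior and 6 in soleus (7 over the list alone). With rFibcd1 in both groups 1 of 8 was called between the melanomas, and rFibcd1 changed 0 of 8 in non-cachectic mice (1 at an unadjusted p under 0.05). The interaction called 0 of 8 over all genes and 4 over the list alone (Ddit4, Zbtb16, Klhl38 and Klf15). The 2 comparisons share the cachectic mock libraries. Of the 8 genes 7 had opposite signs in them, while simulated unchanged groups gave 65.8% of genes with opposite signs, and the data gave 49.8% of all genes and 63.2% of the 4501 called.

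**Figure D2:**
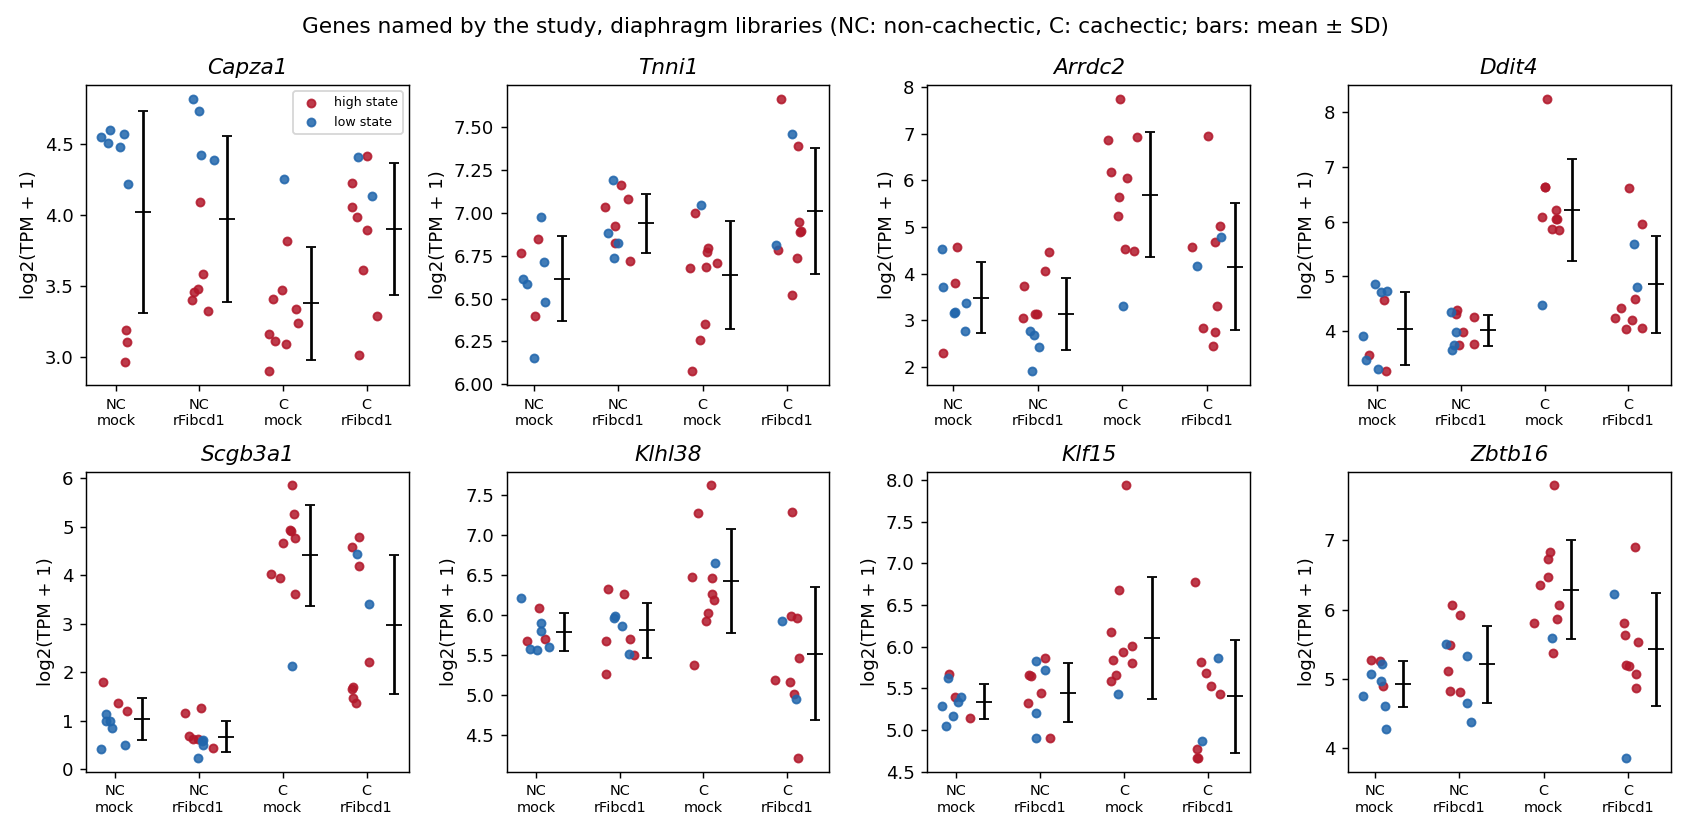
Expression of the 8 genes named by the study in the diaphragm as log2(TPM + 1), with 1 point per library by group (NC, non-cachectic; C, cachectic), coloured by state, with mean ± SD as bars. Capza1 separates by state in the non-cachectic groups, and 1 cachectic mock library lies above the others for Klf15 at 244 TPM.

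The 15 genes named for the LLC model were not chosen on these samples, and not all of them rose in that model. The study named Fbxo32 and Trim63 as not induced there and Ppargc1a as lower. Between the melanomas in mock-treated mice 4 were called over all genes (Cxcl13 3.48, Trim63 0.96, Ctsz 0.64 and Hgs 0.48), and 3 adjusted over the list alone. In tibialis anterior 11 of 11 tested were called, and in soleus 3 of 10 (4 over the list alone). Under rFibcd1, 0 of 15 were called between melanomas (2 at an unadjusted p under 0.05), 0 against mock in cachectic mice (2), 0 against mock in non-cachectic mice (3), and 0 in the interaction (0). Adjusted over the list alone, the mock count of 3 became 7 without 1 cachectic mock library. On the same measure it was 1 under median-ratio scaling. With state as a term it was 0, in a fit where 3835 of all genes had an unadjusted p under 0.05.

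In mice with the non-cachectic melanoma, rFibcd1 changed 56 genes, 47 higher and 9 lower, with 31 to 169 when single libraries were left out (lowest without 1 non-cachectic mock library, highest without 1 cachectic rFibcd1 library). The count moved further with the test and the estimate of the spread. Dunn tests called 14 genes, a fit of the 2 groups alone 2453 and array weights 5358. Arntl (chromosome 7, 113207465 to 113314126), a core clock gene, rose from 4.50 ± 4.28 TPM (SD, n = 9) to 21.5 ± 7.91 TPM (SD, n = 10), a log2 fold change of 2.25 (SE 0.430, limma adjusted p 0.00437). Dbp (chromosome 7, 45705088 to 45710203), a clock output gene, fell by 2.46 (SE 0.502, limma adjusted p 0.00926), from 116 ± 30.4 to 27.2 ± 18.7 TPM. Pnpla3 (1.77), Ppp1r3c (1.72) and Col5a3 (1.33) were higher and Ciart (-2.05), Per2 (-1.82), Per3 (-1.66) and Hlf (-1.15) lower. With the clock-gene index as a term 0 genes were called (92 at an unadjusted p under 0.05), and Arntl, Dbp and Per3 had the opposite sign. The index contains Arntl, Dbp, Per3 and Hlf, so this fit removes them by construction. The index also separated the 2 groups, at no more than 0.458 with mock and no less than 0.672 with rFibcd1. The absence of calls in this fit therefore cannot tell treatment apart from what the index measures. Within the high-state libraries 0 genes were called (2039 at an unadjusted p under 0.05), and within the low-state libraries 96.

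The interaction of rFibcd1 and melanoma called 3 genes, with 1180 at an unadjusted p under 0.05. Ypel2 changed by -0.93 (SE 0.179, adjusted p 0.0321) and Irf2bp2 by -0.86 (SE 0.153, adjusted p 0.0272). Gm3411 (1.58, adjusted p 0.0321), named after its values were seen, had mean TPM below 2 in each diaphragm group. With single libraries left out there were 0 to 4 genes, the highest without 1 cachectic rFibcd1 library and 0 without, for example, 1 cachectic mock library. Within the high-state libraries 0 genes were called, with 461 at an unadjusted p under 0.05.

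The cachexia score used 1647 genes higher and 198 lower in both limb muscles. It was 0.728 ± 0.378 (SD, n = 10) in cachectic mock, 0.591 ± 0.367 (SD, n = 10) in cachectic rFibcd1, -0.249 ± 0.204 (SD, n = 9) in non-cachectic mock and -0.0559 ± 0.292 (SD, n = 10) in non-cachectic rFibcd1 diaphragms. The cachectic mock group was higher than the non-cachectic by 0.98 (exact permutation p = 2.17e-05, adjusted over 4 comparisons 8.66e-05; the smallest possible is 1.08e-05). rFibcd1 changed the score in cachectic mice by -0.14 (permutation p = 0.420, adjusted 0.420), in non-cachectic mice by 0.19 (exact permutation p = 0.115, adjusted 0.153), and the interaction was -0.33 (permutation p = 0.110, adjusted 0.153), none of them beyond the spread. Within high-state libraries the change was 0.79 (exact permutation p = 0.00455) for the cachexia score, cachectic vs non-cachectic, mock. It was -0.24 (exact permutation p = 0.179) for the cachexia score, rFibcd1 vs mock, cachectic, and -0.39 (permutation p = 0.0424) for the cachexia score, interaction. For the cachexia score, rFibcd1 vs mock, non-cachectic, it was 0.15 (exact permutation p = 0.0238) in the high and -0.0030 (exact permutation p = 0.933) in the low state. These p-values within states are unadjusted. The score genes were chosen in limb muscles where state and melanoma coincide, and the score differed by state within the non-cachectic groups, at 0.0142 against -0.381 with mock and 0.163 against -0.384 with rFibcd1. In the cachectic groups it was 0.804 (n = 9) in the high state against 0.0407 (n = 1) in the low state with mock, and 0.564 (n = 8) against 0.699 (n = 2) with rFibcd1, the opposite order.

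**Figure D3:**
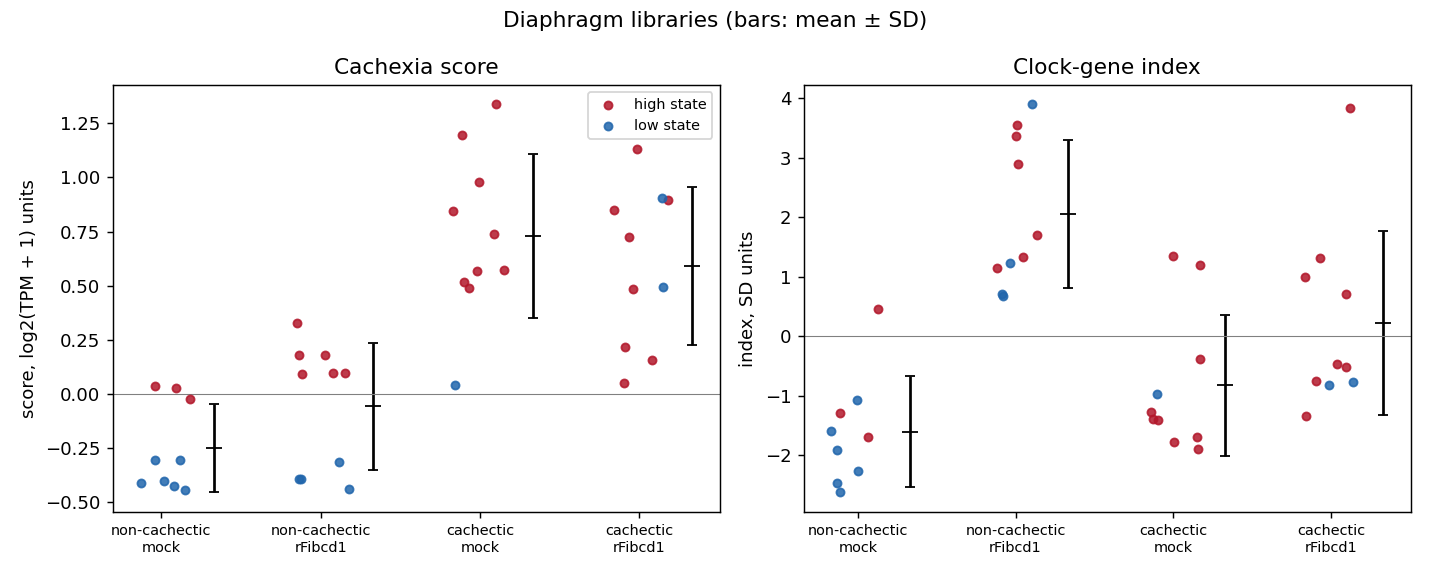
Cachexia score in log2(TPM + 1) units (left) and clock-gene index in SD units (right) of the diaphragm libraries, with 1 point per library by group, coloured by state, with mean ± SD as bars. The score is higher with the cachectic melanoma (0.728 with mock) than without (-0.249), and the clock-gene index is highest on average in the non-cachectic rFibcd1 group.

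Of the 80 tests of gene lists, 23 passed an adjusted p of 0.05 with camera and 28 with fry, and 10 did so with both in the same direction. These 10 were acute-phase genes up in mock diaphragm, tibialis anterior and soleus (median log2 fold change 1.53, 2.19 and 1.75), metallothioneins up in the same 3 (3.46, 6.38 and 3.88), glucocorticoid-response genes up in mock diaphragm (1.00) and tibialis anterior (1.36) and down with rFibcd1 in cachectic mice (-0.74, camera adjusted p 3.89e-11, fry adjusted p 0.00605), and the study's melanoma genes down with rFibcd1 (-0.89). The last is not independent evidence, since the study chose these genes for their change in these libraries. Of the 12 glucocorticoid-response genes 3 are also genes the study picked. Without these, the fry p was 0.00208 and 8 of 9 genes were lower.

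Camera alone called collagen and matrix genes down in the 3 muscles (-0.26, -0.27 and -0.999), oxidative phosphorylation genes down in the 3 muscles (0.02, -0.14 and -0.24) and with rFibcd1 in cachectic mice (-0.10), interferon-response genes down in mock diaphragm (-0.16) and up with rFibcd1 in cachectic mice (0.82), liver markers down in mock diaphragm (-0.76), acute-phase genes down with rFibcd1 (-0.26), B-cell markers down in tibialis anterior (-1.32) and fast-fibre genes down in tibialis anterior (-0.09). Camera ranks a list against the other genes, so these directions are relative to their median. After median-ratio scaling camera also called 23, with the 10 above among them. Collagen and matrix genes in mock diaphragm (adjusted p 0.193) and tibialis anterior (0.248), liver markers (0.253), interferon-response genes in mock diaphragm (0.0516), B-cell markers (0.421) and fast-fibre genes (0.0762) no longer passed. In their place macrophage genes in mock diaphragm (0.00208) and tibialis anterior (0.0262), neuromuscular junction genes in mock diaphragm (0.0407), the study's melanoma genes in mock diaphragm (0.00887), the LLC genes in tibialis anterior (0.0234) and glucocorticoid-response genes in soleus (0.0407) passed, each up. As deposited, lists that camera called in no comparison were, by their median in mock diaphragm, adipocyte (0.92), cathepsin (0.59), macrophage (1.03), melanocyte (0.08), mesothelium (0.20), neuromuscular junction (0.54), neutrophil (1.53), red blood cell (0.19) and slow-fibre (0.05) genes, the LLC genes (0.55) and ubiquitin-proteasome genes (0.42). In mock diaphragm camera also did not call the study's melanoma genes (1.06), B-cell markers (0.73) and fast-fibre genes (0.30). Fry alone called the study's melanoma, neuromuscular junction, ubiquitin-proteasome, neutrophil, macrophage and LLC genes there, each up. The sex-linked list was not tested as a set, since 1 of its 5 genes passed the filter.

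Fibcd1 itself (chromosome 2, 31813290 to 31846005) was below the filter. It was above 0 in 11 of the 39 diaphragm libraries, at up to 0.0118 TPM, in 1 of 5 libraries of each tibialis anterior group and in all soleus libraries, at up to 0.134 TPM in cachectic and 0.273 TPM in non-cachectic mice. Itga2b, whose product the study linked to Fibcd1, differed between the melanomas by 0.51 (adjusted p 0.0715) and with rFibcd1 by -0.13 (adjusted p 0.857).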

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

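The tests of the interaction genes and of the muscle differences were chosen only after the result was seen, and those of Klf15 before.

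Klf15 stood apart in 1 cachectic mock diaphragm library, at 243.6 TPM against 101 TPM in the nearest of the others. The group mean of 78.9 TPM was 60.5 TPM without it. After median-ratio scaling the gap was still 0.535 of the group's range, which leaves scaling and a true difference of that library open, since 1 library excludes nothing. No biological explanation was tested.

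The clock-gene index reached 3.84 in 1 cachectic rFibcd1 library (nearest 1.32), and the group mean of 0.219 was -0.184 without it. It reached 0.458 in 1 non-cachectic mock library (nearest -1.07), with a group mean of -1.60, or -1.86 without that library. The mitochondrial share was 51.7% of TPM in 1 non-cachectic tibialis anterior library (nearest 48.1%), and 47.7% in place of 48.5% on average without it. Of 64 groups examined for a library far from the others, 4 had one, where chance gives 3.2.

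The interaction called 3 genes, Gm3411 (1.58), Irf2bp2 (-0.86) and Ypel2 (-0.93), and 1 of 100 splits, the real one, gave as many. With the clock-gene index as a term, their median absolute log2 fold change was 0.633 (Irf2bp2 -0.63, Ypel2 -0.59 and Gm3411 1.71), with adjusted p of 1, 1 and 0.184. A difference in the time of collection and an effect of rFibcd1 that depends on the melanoma cannot be told apart, because the index itself differs between the rFibcd1 and mock groups.

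The melanoma effect differed between muscles for 681 genes (diaphragm against tibialis anterior), 340 genes (diaphragm against soleus) and 2750 genes (tibialis anterior against soleus). As many were given by 1, 1 and 2 of 100 splits, the real ones included. In the last comparison the other split gave 3679 genes. Libraries of different muscles were taken as independent in these fits, although same-numbered columns may be samples of one animal. After median-ratio scaling the counts were 666, 445 and 1343, and after quantile normalization 401, 338 and 844. At least 338 genes were called in each comparison under either scaling, which argues against the missing scaling as the whole cause, but the lower counts between the limb muscles leave it open as a cause of part of the calls there. With state as a term, which takes the effect of state as equal in each muscle, 398 and 375 genes were called between the diaphragm and the limb muscles. An uneven number of libraries of the 2 states is therefore not the whole cause if that effect is equal. Between tibialis anterior and soleus such an effect cancels, since the share of high-state libraries differed between the melanomas by as much in both (a difference of 0 points). An effect of state that differs between muscles cannot be told apart from an effect of the melanoma that does, because 0 of the 10 non-cachectic limb-muscle libraries were in the high state and all cachectic ones were. A biological difference between muscles stays open and untested.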

How the results depend on the processing

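Fits with state, the clock-gene index or the column number as terms, fits within 1 state, an unadjusted p under 0.01 in limb muscles, and scores without state genes or recurring column numbers were chosen after seeing the data. Within a muscle no paired analysis was possible, because no column number recurs between the groups compared and no number can be tied to a labelled replicate. Some numbers recur across muscles. Their pairs correlated at 0.194 or more except among cachectic diaphragm and soleus libraries, where the lowest pair was at 0.00428. Differently numbered pairs of those libraries averaged -0.0776. Of 120 pairings there, 2 averaged as high as the same-numbered one, itself included. The low pair therefore does not argue against shared animals. No label ties the numbers to an animal, and the main fits did not take them as pairs. With the number as a replicate block, 2193 genes were called in the melanoma effect, diaphragm against tibialis anterior, 918 in the melanoma effect, diaphragm against soleus, and 5677 in the melanoma effect, tibialis anterior against soleus. The cause was not tested for any change below unless given. Sequencing depth is unknown, so its limits could not be set.

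Mock stands for diaphragm cachectic vs non-cachectic, mock (4501 genes), rFibcd1 for diaphragm cachectic vs non-cachectic, rFibcd1 (1223), treated cachectic for diaphragm rFibcd1 vs mock, cachectic (6), treated non-cachectic for diaphragm rFibcd1 vs mock, non-cachectic (56), interaction for diaphragm rFibcd1 by melanoma interaction (3), tibialis for tibialis anterior cachectic vs non-cachectic (6680) and soleus for soleus cachectic vs non-cachectic (2999). D-T is the melanoma effect, diaphragm against tibialis anterior (681), D-S the melanoma effect, diaphragm against soleus (340), T-S the melanoma effect, tibialis anterior against soleus (2750), and shared the genes shared by the 3 muscles (1445). The LLC gene list, cachectic vs non-cachectic, mock, held 4 calls over all genes and 3 adjusted over the list alone. The counts of the LLC list and of the study gene list that follow are adjusted over the list alone. A pseudocount of 0.1 turned the sign of Ubd, diaphragm cachectic vs non-cachectic, mock (0.029). No filter gave 1 gene in the interaction. A mean TPM of 5 gave 168 in D-S, with fewer genes tested. Median-ratio scaling gave 2218 in mock (1378 of them among the 4501), 30 in treated cachectic (2 among the 6), 1343 in T-S, 815 in shared and 1 in the LLC list, and turned Tnni1, diaphragm cachectic vs non-cachectic, mock (-0.21) and Ppargc1a, diaphragm cachectic vs non-cachectic, mock (-0.054). Quantile normalization gave 2297 in mock, 46 in treated cachectic, 4422 in tibialis, 401 in D-T, 844 in T-S, 894 in shared and 1 in the LLC list, and turned Tnni1 (-0.22) and Ppargc1a (-0.0575). Array weights gave 7341 in mock, 603 in treated cachectic (6 among the 6), 5358 in treated non-cachectic, 150 in the interaction, 1491 in D-T, 741 in D-S, 10 in the LLC list and 1 in the LLC gene list of treated cachectic, and turned Tnni1 (-0.014) and Ubd (0.051) in mock and Itga2b (0.0018) in treated cachectic. The study's diaphragm thresholds, unadjusted, gave 306, 116, 207 (139 higher), 171, 193, 866 and 429 in the order from mock to soleus, then 194 in D-T, 193 in D-S, 423 in T-S and 118 in shared. A log2 over 1 with an unadjusted p under 0.01 gave 824 in tibialis and 406 in soleus. Dunn tests gave 0 in rFibcd1 (2512 at an unadjusted p under 0.05), 0 in treated cachectic (1011), 14 in treated non-cachectic and 5 of the study gene list. Only the 2 groups compared gave 335 in rFibcd1, 0 in treated cachectic (648), 2453 in treated non-cachectic and 9 in the LLC list. A fit of all 59 samples gave 352 in D-T, 157 in D-S and 1308 in T-S. Draws of 7 and 6 samples had a median of 1 in treated cachectic (0 to 5143, with 0 in 43 of 100) and 1 in the interaction (0 to 684, with 0 in 49), and ranged from 2442 to 6765 in mock and from 0 (in 2 of 100) to 5204 in rFibcd1.

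The same names hold for the fits chosen after seeing the data, for diaphragm cachectic vs non-cachectic, mock, diaphragm cachectic vs non-cachectic, rFibcd1, diaphragm rFibcd1 vs mock, cachectic, diaphragm rFibcd1 vs mock, non-cachectic, and diaphragm rFibcd1 by melanoma interaction. State as a term gave 398 in the melanoma effect, diaphragm against tibialis anterior, 2059 in mock, 18 in treated cachectic, 36 in treated non-cachectic, 0 in the interaction (795 at an unadjusted p under 0.05) and 0 in the LLC list (3835 of all genes), and turned Ctsh (-0.23) and Ppargc1a (-0.35) in mock. The clock-gene index as a term gave 769 in rFibcd1, 0 in treated cachectic (1031), 0 in treated non-cachectic (92) and 0 in the interaction (488), and turned Arntl (-0.28), Dbp (0.44) and Per3 (0.073) in treated non-cachectic and Syvn1, diaphragm rFibcd1 vs mock, cachectic (-0.039). Both terms gave 2041 in mock, 4 in rFibcd1, 0 in treated cachectic (1703), 0 in treated non-cachectic (221), 0 in the interaction (642) and 0 in the LLC list, and turned Arntl (-0.21), Dbp (0.51), Per3 (0.12), Ctsh (-0.24) and Ppargc1a (-0.36) and, in treated cachectic, Hgs (0.0032). High-state libraries gave 805 in mock, 0 in rFibcd1 (1838), 789 in treated cachectic (6 among the 6), 0 in treated non-cachectic (2039) and 0 in the interaction (461), and turned Capza1 (0.19), Tnni1 (-0.078) and Ppargc1a (-0.42) in mock and Hgs (0.0023) in treated cachectic. Low-state libraries gave 96 in treated non-cachectic. Mock and rFibcd1 were not fitted there, where the cachectic groups held 1 and 2 libraries. In high-state libraries the cachexia score, rFibcd1 vs mock, non-cachectic (0.15) and the cachexia score, interaction (-0.39) passed an unadjusted permutation p of 0.05, and in low-state libraries the first turned (-0.0030).

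Leaving out 1 library in turn gave 3625 to 5550 genes in the mock diaphragm, 5097 to 7471 in tibialis anterior, 2131 to 3844 in soleus and 1026 to 1876 in all 3 muscles. The rFibcd1 diaphragm gave 733 (without 1 cachectic rFibcd1 library) to 1896 (without 1 non-cachectic rFibcd1 library). For rFibcd1 against mock, cachectic mice gave 0 to 127 (both without 1 cachectic rFibcd1 library), non-cachectic mice 31 (without 1 non-cachectic mock library) to 169 (without 1 cachectic rFibcd1 library), and the interaction 0 (without 1 cachectic mock library) to 4 (without 1 cachectic rFibcd1 library). Between muscles the ranges were 323 to 1598 and 1617 to 3981 (each without 1 cachectic tibialis anterior library) and 212 (without 1 non-cachectic soleus library) to 624 (without 1 cachectic tibialis anterior library). The LLC genes called in the mock diaphragm, adjusted over the list alone, were 2 (without 1 cachectic rFibcd1 library) to 7 (without 1 cachectic mock library). The score interaction was -0.41 (permutation p = 0.0416) to -0.26, each without 1 cachectic mock library. The cachexia score, rFibcd1 vs mock, cachectic, was -0.21 to -0.069, each without 1 cachectic mock library, with a permutation p of 0.190 or more. With rFibcd1 in cachectic mice the sign turned for Ctsc (-0.0655 to 0.40), Cxcl13 (-0.22 to 0.41), Hgs (-0.17 to 0.023), Syvn1 (-0.037 to 0.14) and Trim63 (-0.60 to 0.064), and in the mock diaphragm for Tnni1 (-0.036 to 0.084) and Ubd (-0.22 to 0.20).

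Among named genes, 205 values under the alternatives fell short of the threshold in the same direction, 24 newly passed it, 24 reversed and 1153 kept their direction and side. With 1 library left out these were 327, 23, 23 and 4220. Of the values answering a comparison, 124 under the alternatives and 656 with 1 library left out kept their direction and side, or stayed within 1.5 times the reported count. Under the alternatives 73 moved, 2 newly passed and 1 reversed, and with 1 library left out 67 moved and 1 newly passed. The cachexia score, cachectic vs non-cachectic, mock, kept its direction and side under every alternative run, from 0.64 with genes called in tibialis anterior to 1.12 with a pseudocount of 0.1, and was 0.83 (exact permutation p = 0.0159) without mock columns whose number recurs in the limb muscles.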

Other observations

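The tests of depth and of linked genes as a cause of the 2 states, of Capza1, of state as a cause of the higher calls, of the liver transcripts and of same-numbered columns, and the balance of the splits, were chosen only after the result was seen.

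Block genes of the 2 states included Kbtbd12 (53.3 TPM on average in high-state and 6.95 TPM in low-state diaphragm libraries), Itpa (20.6 and 5.44 TPM), 2310075C17Rik (28.9 and 0.813 TPM) and Metap1d (6.67 and 18.5 TPM). A difference in strandedness between libraries would move most the genes lying under a more abundant gene on the opposite strand, but their median absolute state effect was 0.214 on the log2 scale, against 0.239 for the others. Depth as the cause is argued against by 4 block genes (Pcna-ps2, Gm3608, Gm13696 and Cd7, named after their values were seen), which averaged 10 TPM or more in one state and stayed under 1 TPM in every diaphragm library of the other. Reads shared with near-identical genes are excluded for 23 block genes, which share under 5% of their 31-base words with another gene. The 48 protein-coding block genes with a position fell in 41 windows of 1 Mb, against a median of 47 in 10000 random sets (p = 1e-04, the smallest possible), but several are near-identical copies side by side. With 1 gene per set of copies, 42 genes fell in 41 windows, as in the median of random sets of that size (41 windows, p = 0.578). Windows of 1 Mb cannot show linkage over longer distances along a chromosome, which was not tested, so this count does not argue against linked variants. Variants of a mouse stock against the reference and a difference between library batches stay open, and neither was tested on sequence. Where the mice of each state came from is unknown, and no biological explanation was tested.

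Capza1 was lower in the cachectic mock diaphragm by -0.64 on the log2 scale. With state as a term the difference was -0.08 (-0.076). Capza1 averaged 7.53 TPM in high-state and 21.5 TPM in low-state libraries of the non-cachectic mock group, and 10.97 and 23.3 TPM with rFibcd1. The melanoma difference may therefore come from the uneven number of high-state libraries.

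Of the calls in cachectic groups, most were higher. The 10 most abundant genes lost at least 7.71 points of TPM share in each muscle (-7.71 in the diaphragm), which is consistent with part of the higher calls following when a few genes take less of the total. After median-ratio scaling the highest share of higher calls in a muscle was 51.8%, but that scaling centres the fold changes whatever shifted them, so TPM without scaling and a true shift of most genes cannot be told apart by it. With state as a term 80.2% of the calls in the mock diaphragm were still higher, so state is not the whole cause. A true rise in total RNA stays open, since TPM cannot show it.

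Of the 56 genes called for rFibcd1 in the non-cachectic diaphragm, 7 form the clock-gene index. Over the 19 mock libraries, centred within groups, the index and the mean of the 49 others had a Pearson r of 0.887 (permutation p = 1e-05, the smallest possible; Spearman rho 0.653, permutation p = 0.0029), and 0.781 without the 2 libraries farthest out. Within the cachectic mock group r was 0.866 (permutation p = 0.00356) and 0.376 without 2 libraries, so there it rests on those, and rho was 0.527 (permutation p = 0.124). Within the non-cachectic mock group r was 0.929 (exact permutation p = 0.000918) and 0.876 without 2 libraries, and rho was 0.683 (exact permutation p = 0.0503). The rank relation within either group was thus not past 0.05. These libraries received no rFibcd1, so a difference in the time of collection between groups may account for those calls. An effect of rFibcd1 on the clock was not tested apart from it.

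Glucocorticoid-response genes were lower with rFibcd1 in the cachectic diaphragm, 11 of 12 genes with a median of -0.745. The fry p was 0.00127, 0.00596 with the clock-gene index as a term (median -0.56), 0.0017 with state as a term (-0.74) and 0.011 with both (-0.47), which argues against either as the whole cause. Over 20 fits that each left out 1 library, the median ranged from -0.875 to -0.568 and the fry p from 3.32e-05 to 0.00406. Without the 3 genes the study picked, it ranged from -0.812 to -0.526 and from 5.54e-05 to 0.00671. A lower stress response with rFibcd1 is a hypothesis that stays open beside differences in handling, which were not tested.

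A non-cachectic mock library had the highest value of 8 of 8 liver markers in the diaphragm, with Alb at 5724 TPM against 1516 TPM in the next library and a median of 19.5 TPM. Liver tissue taken with the diaphragm is a candidate source. Of these markers 7 of 8 had a mean of at least 1 TPM in the diaphragm. In 1 cachectic soleus library Myh4 was at 4989 TPM, and 4 of 7 other fast-fibre genes were highest there (Pvalb 1695 against 63.1 TPM), while Myh1 was not (412 against 1045 TPM). Fast muscle next to the soleus and a change of fibre type in that library cannot be told apart, since 1 library and a high baseline of these genes decide nothing.

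Columns of different muscles with the same number deviated together, with a mean correlation of 0.374 across genes (permutation p = 1e-05, the smallest possible; genes are not independent replicates). The lowest pair was at 0.00428. They may be samples of one animal, which no label states.

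Among 100 splits of the samples into groups of the same sizes, the real one included, as many genes were called in 1 for the mock diaphragm, 2 for the rFibcd1 diaphragm, 14 for rFibcd1 in cachectic mice, 1 for rFibcd1 in non-cachectic mice, 1 for the interaction, 1 for tibialis anterior, 1 for soleus and 1 for the genes shared by the 3 muscles. For the rFibcd1 diaphragm, the other split gave 2387 genes and set the share of high-state libraries 60 points apart, against 20 points in the real split. In the clock-gene index that split differed by 0.0168 and the real one by 1.83, more than any of the 99 others. Within high-state libraries 0 genes were called in the rFibcd1 diaphragm (1838 at an unadjusted p under 0.05), and with state as a term 1353. For rFibcd1 in cachectic mice, the 13 other splits differed in state by a median of 10 points, as did the rest, and the highest gave 3916 genes. Their median difference in the clock-gene index was 0.714, against 0.483 in the rest and 1.04 in the real split, which 4 of the 13 and 15 of the rest exceeded.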
